A study of Mus musculus with 5 samples.

How the data were processed

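RNA sequencing was performed on cells sorted from the small intestine of C57BL/6 female mice as positive for Epcam, an epithelial surface protein, and negative for CD44, a protein of crypt cells. Per the labels, the mice received 1 intraperitoneal tamoxifen injection of 50 µg per g at 4 weeks of age, and RNA was taken at 5 weeks. The libraries were made from 500 ng of total RNA with the NEBNext Ultra kit, per the labels' protocols. The labels differ on the sequencing: a protocol for the series gives paired-end reads of 150 bases, whereas the sample protocol names a single-end run.

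Values are estimated counts per gene. The table the authors deposited is named for kallisto, which assigns reads to transcripts without aligning them to the genome, and for tximport, which sums those estimates to genes. The deposited estimated counts were whole numbers in all 5 libraries, so rounding them changed nothing. The versions of both tools, the transcriptome, the genome build, the use of strand and any filter applied by the authors are not stated in the labels or the table header. Such estimates share reads between similar transcripts by a statistical model, so genes with near-identical copies or overlapping neighbours carry more error than their counts show. Each library was 1 column, and 0 columns of the table were left without a sample.

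The table held 24459 genes, of which 291 had no count in any library. Total counts ranged from 22482819 to 34043369 per library, and 3 counts, the smallest number taken as detectable, corresponded to between 0.0881 and 0.133 CPM, that is, counts scaled to a common library total. These floors cover counting error only, because PCR copies were not removed with molecular identifiers. Symbols were taken from the GENCODE M21 annotation and matched 24209 of the gene identifiers. That annotation was also used for transcript GC content and length, for gene order and for 31-base words shared between genes. No coordinates are given, because the build behind the counts is not stated.

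Groups were taken from the sample titles, with 3 wild-type and 2 knockout libraries. The labels differ on the knockout: the titles and genotypes of those libraries call it IECKO, whereas the series title, the descriptions and the table's columns carry LEC in its place. The columns were matched to samples through the descriptions. The replicate numbers come from the same titles, and the descriptions give each library a mouse of its own, so the number was not used as a block in the principal design. Genes were kept with edgeR's filterByExpr (minimum count 10, minimum total count 15), leaving 16277 genes. Libraries were scaled by the trimmed mean of M-values (TMM). Differences were tested with edgeR 4.0.16 in R 4.3.3, using the robust quasi-likelihood F-test, two-sided, with group as the only term and Benjamini-Hochberg adjustment. A gene was called changed at an adjusted p under 0.05. CPM values are TMM-normalized, and errors on log2 fold changes are standard errors derived from the F statistic.

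A list of 19 gene sets was fixed before the data were examined. Sets were tested with camera in limma 3.58.1 at a fixed inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the sets. Camera with the correlation estimated from the data, which also lowers its degrees of freedom to the 3 residual ones, and the fry rotation test were the alternatives. A set score is the mean log2 CPM of its tested members in a library. Named genes were chosen by a rule fixed in advance: Maf, then the 6 largest rises and 6 largest falls among changed genes with an average log2 CPM of at least 3, both knockout libraries beyond all 3 wild-type libraries and a symbol that is not a predicted gene, and up to 4 members with the smallest p-values in each set past the threshold.

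The other alternatives were DESeq2's size factors in edgeR, upper-quartile scaling, no filter, a mean count of at least 50, DESeq2 1.42.0, limma-voom, non-robust dispersion, a 2-fold minimum, a replicate block and leaving out each library. Offsets corrected for GC content, edgeR's bias-adjusted quasi-likelihood fit and camera with each estimated correlation held fixed were added after seeing the data. The procedure was tested on simulated data, drawn from the library sizes and gene means with 200 changed genes. The changed genes were drawn from those with an average log2 CPM above 3, so the shares recovered do not cover lower genes. Each fold change was simulated once. At a true log2 fold change of 1, edgeR recovered 77% of the changed genes and also called 22 unchanged genes. At a log2 fold change of 2, it recovered 100% and called 29 unchanged genes. With no changed gene, it called 5 of 15844 genes, and DESeq2 called 15. In 20 simulations of a set of 15 genes sharing a random factor between libraries and no group difference, camera at the fixed correlation called the set 14 times, against 1 with the estimated correlation and 1 with fry. When such a set was also truly shifted by 0.5 (log2), the calls were 13, 4 and 3.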

Results

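Gene expression was measured by RNA sequencing in cells sorted from the small intestine of 3 wild-type and 2 Maf knockout mice. Maf encodes the transcription factor c-MAF. The sample titles call the cells differentiated enterocytes, the absorptive cells, but transcripts of other cell types were present. The mean log2 CPM of the goblet cell set was between 8.35 and 9.22 in the wild-type libraries. That of the Paneth cell set was between 7.38 and 9.25. All mice had received tamoxifen. The wild-type libraries held 34043369, 28691988 and 29264739 counts and the knockout libraries 22482819 and 25217990. The gene with most counts in each library was mt-Co1, with between 4.75% and 6.85% of the total, and mitochondrial genes together took between 14.64% and 19.93%.

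The libraries differed from each other within groups as well as between them. Across genes, the Pearson correlation of log2 CPM was between 0.9723 and 0.9807 for pairs of wild-type libraries and 0.9712 for the knockout pair. Knockout replicate 2 correlated with the wild-type libraries at 0.9759, 0.9759 and 0.9773, higher than with knockout replicate 1, whereas knockout replicate 1 correlated with them at 0.9634, 0.9634 and 0.9614. Genes are not independent replicates, so these values describe the libraries. The first principal component held 39.4% of the variance and mainly set knockout replicate 1 apart from the other libraries. Its scores were 64.4 and 4.7 for knockout replicates 1 and 2, and -12.3, -27 and -29.8 for the wild-type libraries. Every comparison below rests on 2 knockout libraries that differ in this way.

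The comparison of knockout with wild type asks which transcripts of the sorted cells depend on c-MAF. It does not separate changes within enterocytes from changes in the mix of cells. Maf (ENSMUSG00000055435) itself had 18342, 21573 and 22221 counts in the wild-type libraries and 1213 and 1024 in the knockout libraries. Its normalized level was 681 ± 121 CPM (SD, n = 3) in wild type and 47.8 ± 11.4 CPM (SD, n = 2) in the knockout, which was 7% of the wild-type mean. The log2 fold change was -3.83 with a standard error of 0.232 (adjusted p 0.00161 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Maf overlaps an antisense gene, Gm15655, with which it shares 5.35% of its 31-base words. The estimate moved most when knockout replicate 1 was left out, to -4.10. Markers of the sorted population differed by less than the test could call. Epcam stood at 1630 ± 80.8 CPM in wild type and 1680 ± 91.3 CPM in the knockout, and Vil1, which encodes villin of the brush border, at 2140 ± 45.1 and 2300 ± 168 CPM.

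Of 16277 tested genes, 24 changed at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 10 higher and 14 lower in the knockout. In all 24 both knockout libraries lay outside the wild-type range, and 22 changed at least 2-fold. The 24 include the immunoglobulin gene Igkv1-135, whose low level left it outside the naming rule. It stood at 0.983 CPM in wild type and 9.93 CPM in the knockout, a log2 fold change of 3.32. At an unadjusted p under 0.05 there were 1694 genes, 917 higher and 777 lower. The biological coefficient of variation was 0.22. The number of calls depended strongly on the method, and DESeq2 gave 274 genes, 152 higher and 122 lower, which included the 24. The split of the calls moved with the scaling: 41.7% were higher under TMM, against 45.5% (10 higher, 12 lower) with DESeq2's size factors, 58.8% (10 higher, 7 lower) under upper-quartile scaling, where calls were lost among the lower genes, and 60% (12 higher, 8 lower) with offsets corrected for GC content, a setting chosen after seeing the data.

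**Figure D1:**
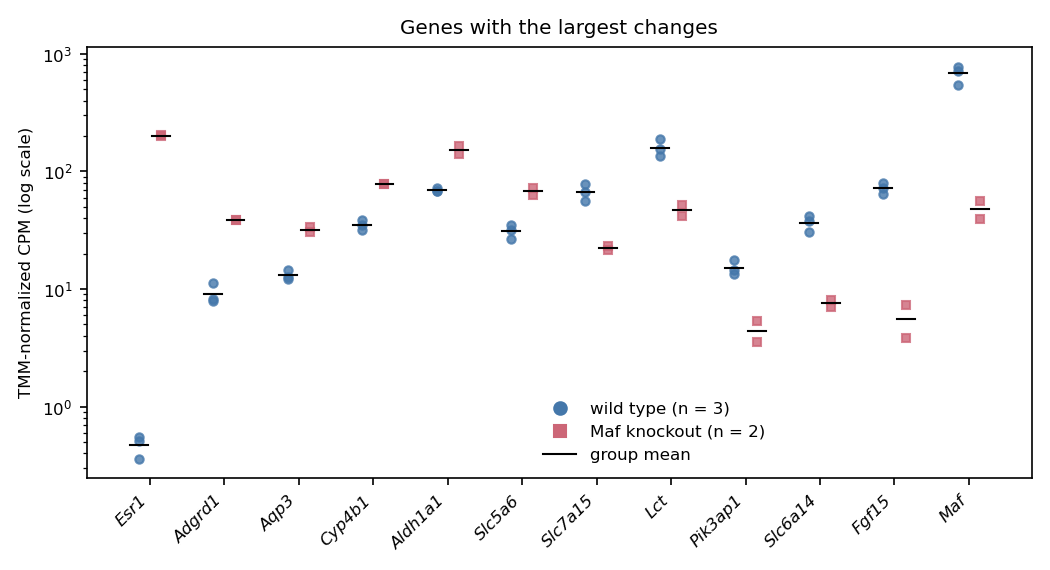
TMM-normalized CPM on a log axis for Maf and the 6 largest rises and falls among the genes chosen by the naming rule, with wild-type libraries as circles (n = 3), knockout libraries as squares (n = 2) and group means as bars. In each gene both knockout libraries lie outside the wild-type range, with Esr1 at 0.472 CPM in wild type and 202 CPM in the knockout.

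The largest rise was in Esr1 (ENSMUSG00000019768), which encodes oestrogen receptor alpha. It had 17, 10 and 17 counts in the wild-type libraries and 4430 and 5165 in the knockout libraries, or 0.472 ± 0.0983 CPM (SD, n = 3) against 202 ± 2.45 CPM (SD, n = 2). The log2 fold change was 8.72 with a standard error of 0.175 (adjusted p 2.83e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Esr1 shares 0.68% of its 31-base words with other genes of the annotation; whether the counts came from the chromosomal gene was not tested. The adhesion receptor gene Adgrd1 rose from 9.16 ± 1.81 to 38.5 ± 0.121 CPM, a log2 fold change of 2.07 ± 0.176 (SE). The other named rises were smaller, with log2 fold changes of 1.29 for the water channel gene Aqp3, 1.17 for Cyp4b1, 1.12 for Aldh1a1 and 1.12 for Slc5a6. Their adjusted p-values in edgeR lay between 0.0164 and 0.0428. Slc5a6 shares 31.13% of its 31-base words with other genes, mainly Gm6157, so its counts are uncertain.

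Apart from Maf, the largest fall was in Fgf15 (ENSMUSG00000031073), a hormone gene of the distal small intestine, from 72.4 ± 7.72 CPM (SD, n = 3) to 5.6 ± 2.49 CPM (SD, n = 2). The log2 fold change was -3.70 ± 0.282 (SE), with an adjusted p of 0.00645 in edgeR. Fgf15 shares 23.36% of its 31-base words with other genes and overlaps the antisense gene Gm26793, and the strand of counting is not stated. The amino acid transporter genes Slc6a14 and Slc7a15 had log2 fold changes of -2.27 ± 0.183 and -1.58 ± 0.168 (SE). The lactase gene Lct went from 159 ± 26.3 to 47.3 ± 7.13 CPM, a log2 fold change of -1.75 ± 0.177 (SE), and Pik3ap1 changed by -1.78 ± 0.238 (SE). Their adjusted p-values in edgeR were 0.00645 for Slc6a14, 0.0164 for Slc7a15 and Lct, and 0.0453 for Pik3ap1. The call for Pik3ap1 was lost under upper-quartile scaling, limma-voom and GC-corrected offsets.

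The 19 gene sets fixed in advance ask whether nutrient uptake programmes, zones of the villus, regions of the intestine or other cell types differed between genotypes. With camera at a fixed inter-gene correlation of 0.01, 9 sets had an adjusted p under 0.05. None of these calls held in the other set tests planned: 0 sets passed with the correlation estimated from the data, where 1 set had an unadjusted p under 0.05, and 0 passed with fry, where 2 did. The smallest adjusted p was 0.338 with the estimated correlation, for villus top, and 0.209 with fry, shared by villus top and proliferation, both in limma. With each estimated correlation held fixed, a setting chosen after seeing the data, 3 sets passed: villus top, proliferation and carbohydrate uptake. For set scores, 3 libraries against 2 cannot give a one-sided exact p under 0.1. The scores of both knockout libraries lay outside the wild-type range in 5 of the 9 sets.

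Those 5 sets were interferon response, villus top, MHC class II, proliferation and carbohydrate uptake. The mean log2 fold change was 0.53 for interferon response, with 13 of 13 members higher, and 0.54 for MHC class II, with 6 of 6 higher. When each library was left out, these means ranged from 0.35 to 0.67 and from 0.36 to 0.7. The mean was -0.26 for proliferation, with 13 of 15 lower, and 0.27 for carbohydrate uptake, with 10 of 16 higher. In the interferon response, MHC class II and proliferation sets, 0 members had an adjusted p under 0.05 in edgeR. The villus top set averaged -0.56 with 8 of 14 members lower, so its mean rested on a few large falls. Nt5e and Ada, which encode enzymes of purine metabolism, had log2 fold changes of -3.08 ± 0.553 and -1.75 ± 0.339 (SE), both with an adjusted p of 0.227 in edgeR, whereas Enpp3 at -1.50 ± 0.171 (SE) had an adjusted p of 0.0233. In the carbohydrate set the members moved in opposite directions: Treh rose by 1.08 (log2) with an adjusted p of 0.0164 in edgeR, and the disaccharidase genes Sis and Mgam had log2 fold changes of 1.11 and 0.79, with adjusted p-values of 0.253 and 0.175, while Lct fell.

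**Figure D2:**
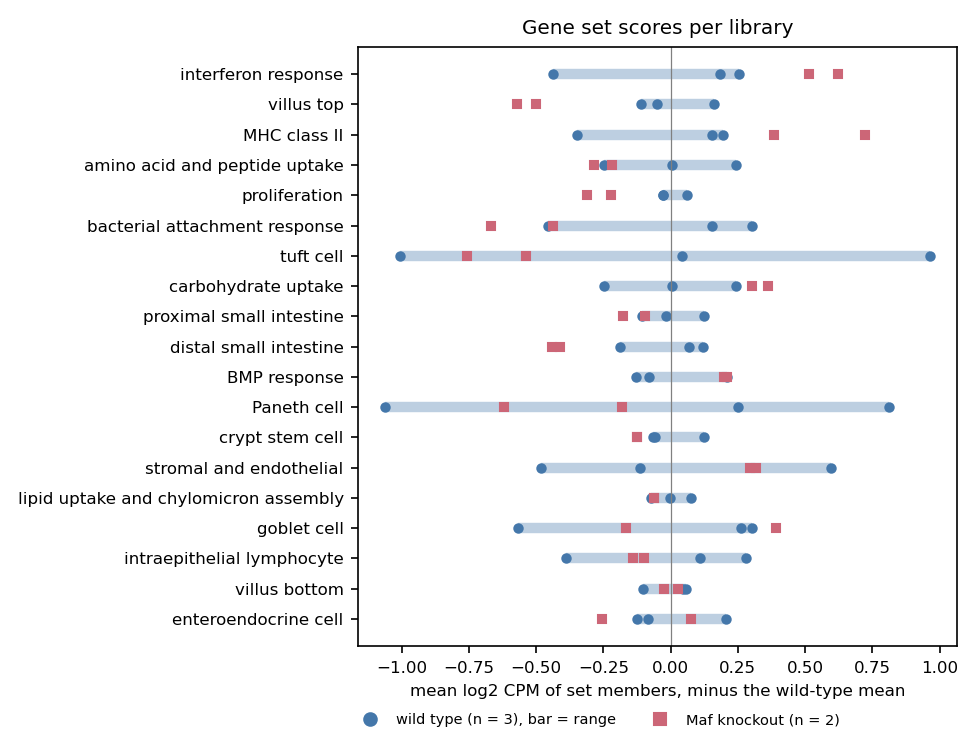
Score of each of the 19 gene sets per library, as the mean log2 CPM of the set members minus the wild-type mean on the horizontal axis, with wild-type libraries as circles (n = 3) joined by a bar over their range and knockout libraries as squares (n = 2). The interferon response scores of the knockout libraries lie at 0.62 and 0.51, above the highest wild-type score of 0.25, whereas the tuft cell scores of the knockout libraries, -0.76 and -0.54, lie inside the wild-type range of -1.01 to 0.96.

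In the amino acid and peptide uptake set 13 of 19 members were lower and the mean log2 fold change was -0.27. However, the score of 1 knockout library lay inside the wild-type range. The mean of the set moved to -0.38 without wild-type replicate 1 and to -0.13 without wild-type replicate 3. In the latter fit the set call was lost (adjusted p 0.132 by limma's camera). The aminopeptidase gene Anpep fell from 4630 ± 484 CPM (SD, n = 3) to 2190 ± 20.8 CPM (SD, n = 2), a log2 fold change of -1.08 ± 0.142 (SE) with an adjusted p of 0.0428 in edgeR. That call was lost under upper-quartile scaling and GC-corrected offsets. Slc7a7, Slc16a10 and Slc43a2 had log2 fold changes of -0.88, -0.99 and -1.04 and adjusted p-values of 0.0662, 0.129 and 0.259 in edgeR. Slc7a7 and Slc43a2 each overlap a gene on the opposite strand. The tuft cell set averaged -0.85 with 16 of 17 members lower, but both knockout scores lay inside the wild-type range. The bacterial attachment response set averaged -0.59 and the proximal small intestine set -0.15, also with scores that overlapped. The lipid uptake and chylomicron assembly set, with a mean of -0.08 over 30 genes, did not pass (adjusted p 0.216 by limma's camera).

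The sets listed 245 genes, of which 235 were tested. Of these, 5 passed an adjusted p under 0.05 with adjustment over all tested genes, and 24 passed with adjustment over the list alone, in edgeR's quasi-likelihood test.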

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

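The log2 fold change of Maf stayed between -4.10 and -3.61 across the 5 fits that each left out 1 library. Leaving out a knockout library leaves 1 in that group and gives no count of changed genes. Testing the values without rounding was not run, since they are whole numbers.

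Against 24 changed genes (10 higher, 14 lower), DESeq2 gave 274 (152 higher, 122 lower) and no filter on low counts gave 122 (66 higher, 56 lower), both including the 24. Only 1 of the genes called without the filter had not been tested with it. Non-robust dispersion gave 14 (7 lower). Lower genes numbered 7 under upper-quartile scaling, 9 with limma-voom and 8 with GC-corrected offsets, which gave 20 genes, 16 of them shared with the 24. The GC and bias-adjusted settings were chosen after seeing the data. Why the number of calls differed between methods was not tested. In simulated data with no changed gene, DESeq2 called 15 genes and edgeR 5. With 200 genes changed by a log2 fold change of 1, DESeq2 recovered 86% and edgeR 77%, with 43 and 22 unchanged genes called. At a log2 fold change of 2 both recovered 100%, with 51 and 29.

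Across the 3 fits that each left out a wild-type library, changed genes ranged from 8 to 62, higher genes from 2 to 28 and lower genes from 6 to 34. Without wild-type replicate 2, the calls for Aqp3, Cyp4b1, Aldh1a1, Slc5a6, Pik3ap1, Slc7a15, Enpp3, Anpep and Treh were lost. Without wild-type replicate 3, the call for Anpep was lost. No named gene changed sign in any setting for which fold changes of single genes were recorded. They were not recorded for a mean count of at least 50, non-robust dispersion or the bias-adjusted fit. The cause of the lost calls was not tested.

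With the replicate number as a block, 46 genes changed (21 higher, 25 lower), 16 of them shared with the 24, and 6 gene sets passed. Pik3ap1, Anpep and Treh were then not past the threshold, while Ada, Nt5e, Slc28a2, Fut2 and Nos2 were. Wild-type replicate 3 has no knockout library with its number, so the block is not a separate check from leaving that library out. The block also leaves fewer residual degrees of freedom than the 3 of the principal design, so calls gained with it are uncertain. Without wild-type replicate 3, 45 genes changed and 6 gene sets passed. With the block and GC-corrected offsets 36 changed (18 higher), 15 of them shared; Pik3ap1, Anpep and Lct were not past the threshold, while Ada, Nt5e, Slc28a2 and Nos2 were. Libraries with the same number did not deviate together: their deviations from the group means had a mean correlation of -0.004, and they come from different mice.

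At the fixed correlation, leaving out wild-type replicate 1, 2 or 3 gave 11, 10 and 6 gene sets. By camera, proximal small intestine was lost without replicate 1 (adjusted p 0.107) and carbohydrate uptake without replicate 2 (0.063). Amino acid and peptide uptake (0.132), tuft cell (0.172) and proximal small intestine (0.0922) were lost without replicate 3, and also with the replicate block. The 9 gene sets past the threshold fell to 0 with the estimated correlation and to 0 with fry. Estimating the correlation also lowers the degrees of freedom to 3. With each estimated value held fixed at the larger degrees of freedom, a setting chosen after seeing the data, 3 passed. Of the 9 sets, the estimate was -0.03 for villus top, -0.01 for carbohydrate uptake, 0.05 for proliferation and 0.06 for proximal small intestine, and from 0.52 to 0.89 for the others.

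Sets near 0 changed sign. The villus bottom mean log2 fold change was 0.03 with the replicate block and 0.02 with the block and GC-corrected offsets, and ranged from -0.10 to 0.01 when each library was left out. In the same fits the goblet cell set ranged from -0.24 to 0.32, the intraepithelial lymphocyte set from -0.32 to 0 and the enteroendocrine set from -0.28 to 0.06. The cause was not tested.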

Other observations

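Several tests were chosen only after the results they address were seen. These were the tests on Esr1, on the distal set without Fgf15 and Nr0b2, on the tuft cell set and on the difference between the knockout libraries. The test on correlated set members and the GC-corrected offsets were also chosen after seeing the data. The other tests were set before.

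Esr1 stood at 428 times its wild-type level in the knockout, with the knockout libraries close together at 204 and 200 CPM. Reads shared with another annotated gene are not a good account, since 0.68% of the 31-base words of Esr1 occur elsewhere in the transcriptome used here. Among the 10 nearest tested genes, 0 were changed and 0 had an unadjusted p under 0.05, which leaves induction of Esr1 alone possible. A list of 15 oestrogen-responsive genes, 14 of them tested, had a mean log2 fold change of 0.03, at percentile 58.7 of 10000 random sets matched on expression. A candidate explanation is transcripts of a tamoxifen-inducible recombinase fused to part of an oestrogen receptor, present in the knockout mice and not in the wild-type mice. No transgene sequence was used here and the labels name no transgene, so this was not tested. If it holds, the comparison of genotypes may also include the presence of an active recombinase, which these groups cannot separate from the loss of Maf.

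Fgf15 and Nr0b2, both known bile acid responsive genes, were lower in the knockout, with log2 fold changes of -3.70 and -2.37. Nr0b2 had an adjusted p of 0.267 in edgeR and a low level, 0.888 CPM in wild type. In the knockout libraries it stood at 0.138 and 0.194 CPM, near their floors of 0.133 and 0.119 CPM, so its fall is uncertain. Other genes of distal bile acid handling did not fall in this way: Fabp6 had 0.55, Slc10a2 0.69 and Slc51b -0.06. Without Fgf15 and Nr0b2, 5 of the 7 distal set members were higher, with a mean of 0.26. Different shares of proximal and distal intestine could move such genes together. The mean of the proximal set minus that of the distal set was 0.32, at percentile 97.1 of 10000 random pairs, but the distal mean includes the very genes to be explained, so this does not settle it. With Fgf15 and Nr0b2 left out, the difference was -0.41, at percentile 1. Those genes were left out because they fell, which raises the distal mean by construction, while the proximal set kept its own large falls (its mean was -0.15 and its median 0.11). Neither test settles whether the share of proximal and distal tissue differed. A smaller distal share that lowered Fgf15 by -3.70 would also lower other distal genes. The log2 fold changes were 0.55 ± 0.151 (SE) for Fabp6, 0.69 ± 0.309 for Slc10a2, 0.39 ± 0.17 for Osr2 and -0.06 ± 0.152 for Slc51b. For the genes they cover, these values argue against a smaller distal share as the account of the fall of Fgf15.

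By the correlation of log2 CPM, the knockout libraries differed from each other about as much as from wild type. Their pair stood at 0.9712, against 0.9614 to 0.9773 for pairs of a knockout and a wild-type library. By a chi-square per degree of freedom, larger for less similar libraries, their pair stood at 40.7. Knockout replicate 2 with wild-type replicate 3 stood lower, at 36, and the other pairs of a knockout and a wild-type library higher, at 49.5 to 69.9. The measures thus gave different pictures. Goblet cell content is a candidate: 10 of 11 goblet genes were higher in knockout replicate 1 than in replicate 2, with a median log2 ratio of 0.66, at percentile 100 of random sets, but 1 library against 1 cannot settle it. GC content of the transcripts is another. The log2 ratio of the knockout libraries had a Spearman rho of -0.405 with GC across genes, larger in size than in any wild-type pair. The limit for that test was written when the values per library were already known (-0.374 for knockout replicate 1 and 0.192 for replicate 2), so it could hardly have come out otherwise and decides nothing. Removing the GC trend moved the correlation of the knockout pair from 0.964 to 0.9669 (on log2 values with a smaller constant added to the counts than in the report, over genes with a GC value), still below the 0.9691 to 0.9716 of knockout replicate 2 with the wild-type libraries. The gap to those pairs narrowed, and the knockout pair went from below to above the pair of wild-type replicates 1 and 3 (0.9661 before, 0.966 after). GC content may thus account for part of the difference.

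GC content also bears on the comparison of genotypes. The log2 fold change had a Spearman rho of -0.208 with transcript GC, just past the limit of 0.2 set beforehand, and of 0.091 with transcript length. The trend came mainly from knockout replicate 1. With offsets that brought rho to -0.015, 20 genes were called and 16 were shared with the 24. GC content may thus account for some of the calls but does not fully account for those 16. A lost call is weak evidence of this. Anpep and Pik3ap1 kept log2 fold changes of -1.02 and -1.74 with these offsets, against -1.08 and -1.78 without. Their adjusted p-values in edgeR were then 0.0502 and 0.0757. Lower totals in the knockout are not a good account of the number of changed genes: after thinning each library to the smallest total, 29 genes changed, including the 24. Of the 4 splits of the libraries into 3 and 2 that part both same-numbered pairs, 1 gave as many changed genes, the real one, and the others gave at most 2. The other 6 splits, which part fewer pairs, gave at most 5. At an unadjusted p under 0.05 in edgeR's test, the real split gave 1694 genes. All splits other than the real one gave between 198 and 1242. With so few splits, the share cannot fall under 0.05.

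Strain DNA around the Maf allele was tested as a source of changes in neighbouring genes. Of the 100 tested genes nearest to Maf, 0 were changed and 8 had an unadjusted p under 0.05, against 10.4% of all tested genes. With 0 changed genes near Maf, the share of the other 149 windows with fewer is fixed at 0%, and 20 of those windows held any changed gene, so the test could hardly have shown such an effect and leaves it open.

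The tuft cell set may reflect different tuft cell content among the wild-type libraries, which could not be settled. Its scores were 0.92, 1.97 and 2.89 in wild type and 1.17 and 1.39 in the knockout, and without wild-type replicate 3 the mean log2 fold change moved from -0.85 to -0.26, but without wild-type replicate 1 it moved to -1.20. Leaving out the highest wild-type library shrinks the fall whatever its cause.

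Correlation between set members may account for some of the 9 set calls and not for others. With the correlation estimated from the data 0 sets passed, with 1 at an unadjusted p under 0.05, but that test also has fewer degrees of freedom. At unchanged degrees of freedom, with each estimated correlation held fixed, 3 of the 9 passed: villus top, proliferation and carbohydrate uptake, whose estimated correlations were -0.03, 0.05 and -0.01. Villus top and carbohydrate uptake had estimates below the fixed 0.01, so this setting was lenient on them. The other 6 did not pass. In simulations, calls were counted at an unadjusted p under 0.05, so they overstate how often a set would pass after adjustment. A set shifted by 0.5 (log2) with independent members was called in 20 of 20 runs by each test. When the members also shared a random factor, the median estimated correlation was 0.84. The test with estimated correlation then called the set in 4 runs. A true shift in a correlated set would thus often be missed at this number of libraries.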
